A study of Mus musculus with 6 samples. Its data were reported in "ASPSCR1::TFE3 orchestrates the angiogenic program of alveolar soft part sarcoma" (2023).

How the data were processed

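RNA of untreated ASPS25 cells (3 arrays) and ASPS25 null cells (3 arrays) was hybridized to Affymetrix HT MG-430 PM arrays, which measure mouse transcripts with short perfect-match probes grouped into probe sets. Groups were taken from the labels of the arrays. The study's reporting summary describes the arrays as technical replicates, and nothing in the sources used here states that they came from separate cultures.

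The authors deposited 1 linear intensity, here called signal, per probe set and array, 45141 in all, of which 104 were controls. Their methods name MAS 5.0 with default settings and global scaling to a common trimmed mean, followed by analysis in GeneSpring. In the deposited values the means trimmed by 2% at each end were 90.4, 90.5 and 91.1 in ASPS25 and 86.9, 88.0 and 89.0 in ASPS25 null, and the lowest signals of the arrays were 3.58 to 3.83, so which summarization and scaling made these values remains open. All values were above 0, and fold changes at low signals depend on that unsettled background treatment. The ratio of 3' to 5' control signals was 0.916 ± 0.0118 in ASPS25 and 1.07 ± 0.0158 in ASPS25 null for *Gapdh*, and 0.977 ± 0.00712 and 1.08 ± 0.0165 for actin (mean ± SD, n = 3). Arrays give no count depth, and their number limits the precision. No column of values was left without a sample.

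Probe sets were named through the platform annotation supplied with the arrays: 28898 had 1 gene symbol, 551 several and 15692 none. Of the former, 28689 were matched by gene identifier to the RefSeq annotation of GRCm38.p6, which changed 0 symbols. That annotation was used only for names and to group genes by chromosome, since no genome build was given for the arrays.

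Signals were used as deposited, with no further normalization between arrays. Probe sets with a mean signal of at least 50 over the 6 arrays were kept (14229), and log2(signal + 16) was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups, two-sided, Benjamini-Hochberg adjustment over the kept probe sets). A call required an adjusted p under 0.05 and a fold of at least 1.5, the fold named in the study. Each gene was represented by its probe set with the highest mean log2 value over all 6 arrays among those with 1 symbol, which gave 7772 genes. Fold changes on the log2(signal + 16) scale understate the change of genes with low signals. Genes of the study lists under the filter were examined in a fit without it. Figures were drawn with matplotlib 3.10.9.

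Before the data were examined, 39 gene lists were fixed, with lists from the study that were chosen on other cells. Of 2949 symbols in them, 180 had no match among mouse symbols, 170 of them in the list from human cells, where entries that join several genes were left out and names were matched without regard to case. The 31 lists with at least 5 measured genes were tested with camera from limma at a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjusted over the lists, and again with an estimated correlation. With the preset value 15 lists were lower and 2 higher in ASPS25 null. With the estimated correlation 0 of the 31 lists passed (lowest adjusted p = 0.0545). That estimate rests on the residuals of only 6 arrays, which limits its power, so a list that did not pass is not thereby argued against. The test fry, which asks whether the genes of a list move on balance in a common direction, called 31. It does not compare them with other genes. With the preset value the 9 other splits of the 6 arrays into groups of 3 also called 13 to 16 lists. The groups of these splits hold the lines in unequal numbers, so part of the difference between the lines remains in each contrast. Their counts are therefore no rate of chance calls, and the splits cannot tell how often chance alone would call a list. In each list the counts of called members were the same when adjusted over the list alone. The genes named are the measured members of the lists of study targets, study reference genes and the MiT/TFE family, the 12 with the largest fold in each direction among called genes whose groups do not overlap, and up to 5 called members of each list per direction, with the highest signals of cell type lists. Other named genes (*Aif1*, *Itgam*, *Adgre1*, *Ptprc*, *C1qa*, *Cd3e* and *Cdkn2a*) were chosen after their values were seen.

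The procedure was tested on simulated arrays for ASPS25 null against ASPS25 with 200 changed genes among 14007 probe sets. At a fold of 2, 67 of 67 were called in the right direction, at a fold of 4, 66 of 66, and at a fold of 1.25, which lies below the threshold, 0 of 67. There were 0 calls among unchanged probe sets, and 0 of 20 random lists were called over 7663 genes. Neither count measures the error rate in the real arrays. Their prior residual SD in limma was 0.059 on the log2 scale. With so small a spread an unchanged probe set can hardly reach a fold of 1.5. The simulation changed 200 genes, whereas 1585 lower and 1522 higher genes were called in the real arrays. Random lists also do not show how often lists of genes that vary together would be called. Alternatives to the pseudocount, filter, normalization, variance model, test, threshold, choice of probe set, pairing, replicates and list test were planned at the same time as the lists. An analysis without genes of chromosome 4, the comparisons by chromosome and the tests of X-linked, Y-linked, myeloid and lymphoid genes were added afterwards.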

Results

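Gene expression was measured in cultured, untreated cells of the mouse line ASPS25 and of its counterpart ASPS25 null, with 3 arrays for each. ASPS25 was established from a tumor formed by embryonic mesenchymal cells that carried the human fusion gene *ASPSCR1::TFE3*, which encodes the oncogenic transcription factor of alveolar soft part sarcoma (ASPS). ASPS25 null is the matching line without expression of the fusion. The comparison asks which transcripts differ with the fusion status of these tumor cells in vitro. The 6 arrays had median signals of 16.5 to 16.9, and 13463 to 14089 probe sets per array reached a signal of 50. Expression profiles correlated at r = 0.998 to 0.999 within a line and at 0.938 to 0.939 between the lines, across probe sets, which are not independent of each other. The ratio of 3' to 5' control signals differed with the line, at 0.916 ± 0.0118 in ASPS25 and 1.07 ± 0.0158 in ASPS25 null for *Gapdh* (mean ± SD, n = 3). In what follows, signals are mean ± SD of 3 arrays, log2 changes are ASPS25 null minus ASPS25 on the log2(signal + 16) scale, and their errors are standard errors from limma. The arrays of a line are described as technical replicates, so the p-values measure only the spread between these arrays and not that between cultures or independent lines.

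The fusion partners were examined first. *Aspscr1*, the mouse homolog of the 5' partner, had a mean signal of 74.7 in ASPS25 null and a log2 change of -0.71 ± 0.04 (limma adjusted p = 2.5e-07). *Tfe3*, which encodes a lysosome-associated transcription factor of the MiT/TFE family, had signals of 192 ± 14.2 in ASPS25 and 113 ± 10.1 in ASPS25 null and a log2 change of -0.69 ± 0.07 (limma adjusted p = 7.8e-06). Each was lower in all 3 ASPS25 null arrays than in any ASPS25 array. Neither call held at log2(signal + 64). The transgene is a human cDNA delivered by a retrovirus, which mouse probe sets may not detect, so these values do not check the labels. The study compared the fusion between these lines by transcript and protein assays, which were not analysed here. Among the other MiT/TFE members, *Tfec* fell from 144 to 22.0 (log2 change -2.08 ± 0.06) and *Mitf*, the melanocyte and osteoclast factor, from 168 to 80.5 (-0.93 ± 0.06), whereas *Tfeb*, examined without the signal filter, was at 52.1 and 47.3 (-0.11 ± 0.05, limma adjusted p = 0.11).

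Of 7772 genes past the signal filter, 1585 (20.4%) were lower and 1522 (19.6%) higher in ASPS25 null, at a limma adjusted p under 0.05 and a fold of at least 1.5. The lower genes reached far larger folds. A fall of at least 4-fold was seen for 284 genes and a rise of that size for 59, and at 16-fold the counts were 52 and 1. These counts differ with the added constant, at 359 and 96 for 4-fold and 94 and 3 for 16-fold at log2(signal + 1), and 22 and 0 for 16-fold at log2(signal + 64). The largest fall was that of *Ctss*, which encodes the lysosomal protease cathepsin S, with signals of 3146 ± 53.5 in ASPS25 and 8.40 ± 0.796 in ASPS25 null (log2 change -7.02 ± 0.04, limma adjusted p = 5.0e-13). It was followed by the macrophage elastase gene *Mmp12* (-6.76), the serine protease inhibitor gene *Serpina3n* (-6.51), the chemokine gene *Ccl6* (-6.46) and the leukocyte receptor gene *Lilrb4a* (-6.25, a probe set that may also detect related receptors). The lysozyme gene *Lyz2* (-6.19), the complement receptor gene *C3ar1* (-6.18), the signaling adaptor gene *Tyrobp* (-6.12), *Plek* (-6.02), *Adam8* (-5.98), the actin-bundling gene *Lcp1* (-5.84) and the mannose receptor gene *Mrc1* (-5.74) completed the 12 largest falls. *Lyz2* varied most between arrays, with 3443, 3510 and 1735 in the 3 ASPS25 arrays. In ASPS25 null the signals of these 12 genes were 7.90 to 23.9, where the background controls had array medians of 5.66 to 6.14, so the added 16 makes their folds smaller than the ratio of signals.

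The largest rise in ASPS25 null on the log2(signal + 16) scale was that of *Tnfaip6*, which encodes a hyaluronan-binding protein induced by inflammation, with signals of 39.9 ± 1.54 in ASPS25 and 1452 ± 21.3 in ASPS25 null (log2 change 4.72 ± 0.04, limma adjusted p = 9.7e-13). The Y-linked *Eif2s3y* (3.55), the prolactin family gene *Prl2c2* (3.36, a probe set that near-identical family members may share), *Rpl39l* (3.32), *Wnt4* (3.28), the procollagen C-proteinase enhancer gene *Pcolce2* (3.24) and *Siglecg* (2.89) followed. This order differs with the added constant, since at log2(signal + 1) the rise of *Eif2s3y* (5.33), whose ASPS25 signals lay below the background controls, exceeded that of *Tnfaip6* (5.15), and *Pcolce2* (4.23) stood above *Prl2c2* (3.45). *Cdc6*, which licenses replication origins, rose by 2.84 on the log2 scale, *Mbnl3* from 28.1 to 298 (2.83), *Lratd2* from 48.8 to 361 (2.54), the cell-cycle repressor gene *E2f7* from 27.4 to 231 (2.51) and the Wnt-induced matricellular gene *Ccn4* from 175 to 1069 (2.50). The 2 lines did not overlap for 6753 genes (86.9%), where chance gives 10%.

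**Figure D1:**
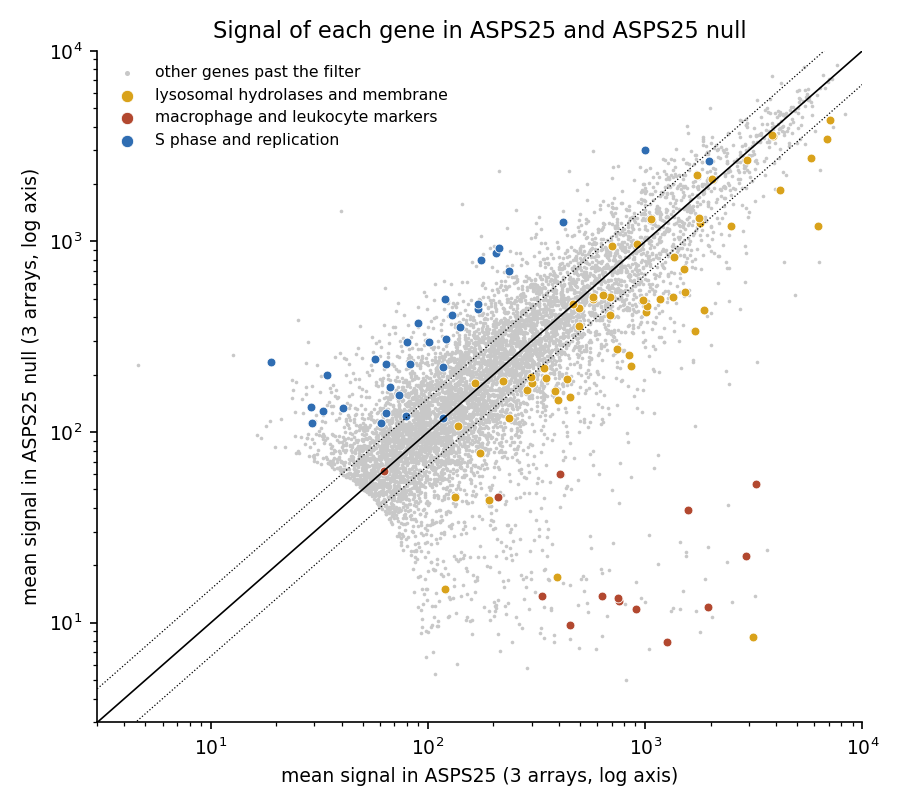
Mean signal of each of 7772 genes in ASPS25 (x axis) and ASPS25 null (y axis), both on log axes, with members of 3 gene lists colored. The solid line marks equal signals and the dotted lines a ratio of 1.5; of the macrophage and leukocyte markers, 13 of 14 were called lower, and of the S phase genes 29 of 32 were called higher.

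The genes that the study followed up as fusion targets were mostly lower in ASPS25 null. *Pdgfb*, which encodes the platelet-derived growth factor chain that recruits pericytes, had signals of 150.3 ± 12.9 in ASPS25 and 19.4 ± 2.64 in ASPS25 null (log2 change -2.23 ± 0.07, limma adjusted p = 2.4e-09). *Sytl2*, an effector of vesicle-docking Rab27 proteins, fell from 177 to 84.3 (-0.94 ± 0.05, limma adjusted p = 4.6e-08), the transmembrane glycoprotein gene *Gpnmb* from 4879.5 to 526 (-3.17 ± 0.04) and the synaptic vesicle gene *Syngr1* from 861 to 58.4 (-3.56 ± 0.05). *Rab27a*, the GTPase of secretory granule exocytosis, had a mean below the filter, and in the fit without a filter it fell from 77.5 to 14.1 (-1.64 ± 0.04, limma adjusted p = 8.9e-08). *Vwf*, encoding von Willebrand factor, was also below the filter and fell from 29.2 to 12.8 (-0.65 ± 0.06, limma adjusted p = 4.8e-05) at low signals. *Ccbe1*, a gene of lymphatic growth, did not reach the fold threshold at 149 and 123 (-0.25 ± 0.04). Of 5 targets past the filter, 4 were called lower over all probe sets and 4 when adjusted over the list alone, and the list as a whole was lower (camera adjusted p = 0.00615, adjusted p = 0.11 with an estimated correlation). *Gpnmb* is also expressed by macrophages, whose markers fell in 13 of 14 cases, with a median log2 change of -4.72. The study chose these genes on other cells of the same model but also measured several of them in this pair, so their direction is not independent evidence.

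**Figure D2:**
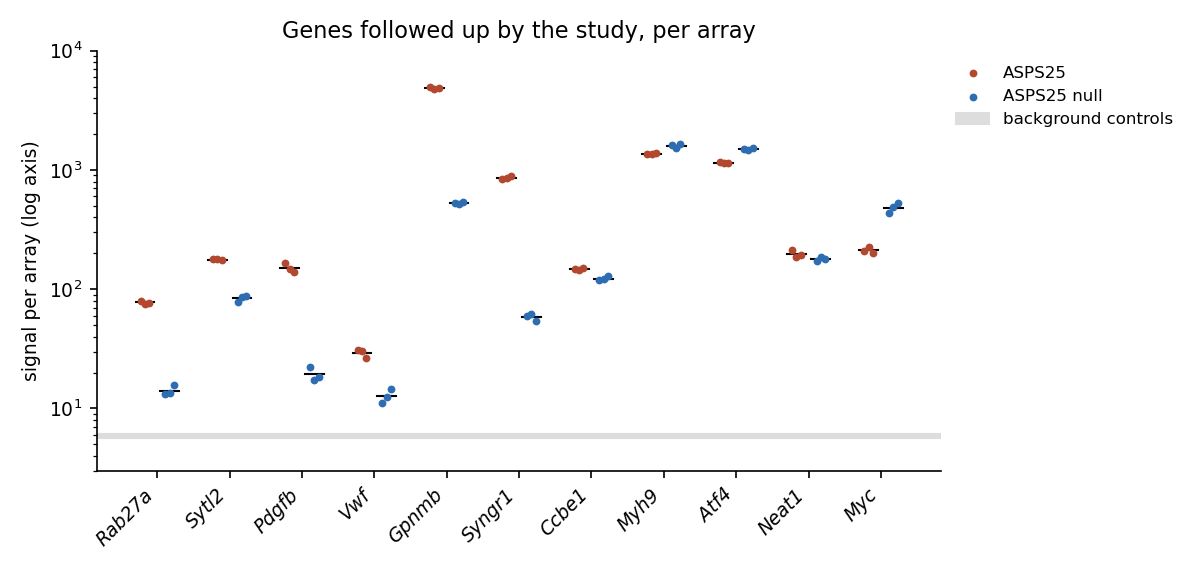
Signal of each array (points, log axis) and group mean (bars) for the genes the study followed up and its reference genes, in 3 ASPS25 and 3 ASPS25 null arrays; the grey band spans the array medians of the background controls, 5.66 to 6.14. *Gpnmb* and *Syngr1* differ most between the lines, and *Rab27a*, *Pdgfb* and *Vwf* of ASPS25 null lie closest to the band.

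Genes that served the study as references moved less or in the other direction. It examined *Myc* and *Neat1* under treatment with the inhibitor JQ1 and not as references for loss of the fusion. For loss of the fusion it reported higher *Myh9* in ASPS25 null cells and higher *Atf4* in the null cells of ASPS17. *Myc* rose from 212 to 484 (log2 change 1.13 ± 0.07, limma adjusted p = 2.5e-07). The non-muscle myosin gene *Myh9* (0.22 ± 0.04) and the stress factor gene *Atf4* (0.37 ± 0.04) had small differences in the same direction that stayed under 1.5-fold, and *Neat1* was at 198 and 179 (-0.13 ± 0.06, limma adjusted p = 0.0539).

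Lysosomal genes were lower in ASPS25 null as a group. Of 56 genes for lysosomal hydrolases and membrane proteins, 35 fell, 0 rose and 21 were not called (camera adjusted p = 3.7e-08, adjusted p = 0.0727 with an estimated correlation). The protease genes *Ctsc* and *Ctsd* fell from 393 to 17.5 (-3.61 ± 0.06) and from 6224 to 1202 (-2.36 ± 0.04), the acid lipase gene *Lipa* from 1688 to 339.5 (-2.26 ± 0.05) and the Batten disease gene *Cln3* from 119.9 to 15.1 (-2.13 ± 0.06). The vacuolar ATPase, the proton pump that acidifies lysosomes, had 10 of 16 subunit genes lower and 0 higher (camera adjusted p = 4.5e-04, adjusted p = 0.0727 with an estimated correlation). Its largest falls were those of *Atp6v0d2*, a subunit gene enriched in osteoclasts and macrophages, from 911 to 16.5 (-4.84 ± 0.06), *Atp6v0e2* from 207 to 22.5 (-2.53 ± 0.04) and *Atp6v0a1* from 1084 to 213 (-2.26 ± 0.04). The Rag and folliculin genes, which tie amino acid supply to mTORC1 at the lysosome, fell in 9 of 12 cases (camera adjusted p = 3.6e-04, adjusted p = 0.0727 with an estimated correlation), among them *Rragd* from 451 to 15.8 (-3.88 ± 0.06), *Fnip2* (-1.67 ± 0.07) and *Rragc* (-1.11 ± 0.04). Of 32 autophagy genes, 13 fell and 0 rose (camera adjusted p = 0.00404, adjusted p = 0.11 with an estimated correlation), with *Trp53inp1* (-2.03 ± 0.06), *Plekhm1* (-1.70 ± 0.07) and *Gabarapl1* (-1.18 ± 0.05) among them. Of 20 genes of melanosomes and pigment granules, 9 fell and 0 rose (camera adjusted p = 0.00359, adjusted p = 0.11 with an estimated correlation), led by *Mlana* from 699.7 to 49.9 (-3.44 ± 0.04) and *Gpr143* from 149 to 10.4 (-2.65 ± 0.08). *Ctss*, *Lipa* and *Atp6v0d2* are also abundant in macrophages, whose markers differed between the lines as described later. The study had also examined lysosome and melanosome genes with ASPS25 among its lines, so the direction of these lists is not independent evidence.

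Genes of vesicle transport moved in both directions, with more falls than rises. Among 33 exocytic vesicle genes, 12 fell and 3 rose (camera adjusted p = 0.0380, adjusted p = 0.23 with an estimated correlation). The study had already reported enrichment of an exocytic vesicle pathway in this pair. *Vamp3*, a vesicle fusion gene, fell from 349 to 67.5 (-2.13 ± 0.04), *Scamp5* from 197 to 52.5 (-1.64 ± 0.05) and *Scamp3* from 604 to 252 (-1.21 ± 0.05), whereas *Rab11fip2* (1.41 ± 0.08), *Sypl* (0.87 ± 0.05) and the exocyst gene *Exoc5* (0.75 ± 0.04) rose. Of 33 genes for platelet alpha granule contents, 16 fell and 4 rose (camera adjusted p = 0.0292, adjusted p = 0.11 with an estimated correlation). The falls included the scavenger receptor gene *Cd36* (-5.61 ± 0.06), the insulin-like growth factor gene *Igf1* from 1548 to 23.6 (-5.30 ± 0.04), the platelet factor gene *Pf4* from 995 to 12.9 (-5.14 ± 0.10) and the clusterin gene *Clu* from 344 to 8.31 (-3.88 ± 0.09). *Cd36*, *Igf1* and *Pf4* are also expressed by macrophages, whose markers had a median log2 change of -4.72. The call on this list ended without the signal filter (camera adjusted p = 0.0757). Over all alternatives the adjusted p was 1.34e-09 (fry in its mixed form, with no comparison with other genes) to 0.106 (camera, estimated correlation).

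Angiogenic genes were divided. Of 32 genes for secreted angiogenic factors, 13 were lower, 6 higher and 13 not called, and the list did not pass the test (camera adjusted p = 0.0608), although it did under several alternatives. Midkine (*Mdk*) fell from 1312 to 11.5 (-5.59 ± 0.05) and the urokinase gene *Plau* from 2865 to 613 (-2.19 ± 0.04), while the chemokine gene *Cxcl12* rose from 416 to 1440.1 (1.75 ± 0.04), *Hbegf* from 99.2 to 309 (1.49 ± 0.06) and *Ccn2* from 3835 to 7344 (0.93 ± 0.04). Of 31 VEGF pathway genes, 10 were lower and 4 higher (camera adjusted p = 0.11). That list passed without the signal filter (camera adjusted p = 0.0424) and with the mean of all probe sets (0.0397). Its adjusted p over all alternatives was 1.20e-08 (fry in its mixed form, with no comparison with other genes) to 0.243 (camera, estimated correlation). The growth factor genes *Pgf* (-1.86 ± 0.06), *Vegfb* (-1.76 ± 0.05) and *Vegfd* (-1.34 ± 0.05) fell, and *Ptgs2* (2.00 ± 0.05) and the receptor gene *Flt1* (1.31 ± 0.07) rose. The PDGF pathway list had 8 genes lower and 7 higher of 30 (camera adjusted p = 0.49). The study, in contrast, reported enrichment of a PDGF pathway in this pair by gene set enrichment analysis. That test differs from camera and its gene set may differ from this list, so the results cannot be compared directly. The receptor gene *Pdgfrb* was up from 122 to 296 (1.17 ± 0.05). The collagen genes *Col6a2* (1.83 ± 0.04) and *Col4a1* (1.70 ± 0.04) were also up, and *Pdgfd* (-1.14 ± 0.06) was down with *Pdgfb*. Of 11 secreted angiogenesis inhibitors, 3 were lower, 1 higher and 7 not called (camera adjusted p = 0.77). Their median log2 change was 0.30 and their mean -0.85, since decorin (*Dcn*) fell from 2392 to 41.6 (-5.39 ± 0.06) and *Pf4* fell with it.

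Markers of macrophages had the largest median change of the 31 tested lists. Of 14 such genes past the filter, 13 were lower and 0 higher in ASPS25 null, with a median log2 change of -4.72 (camera adjusted p = 8.5e-07, adjusted p = 0.0723 with an estimated correlation). The lysosomal glycoprotein gene *Cd68* fell from 3227 to 53.1 (-5.55 ± 0.06). The Fc receptor chain gene *Fcer1g* fell from 906 to 11.9 (-5.05 ± 0.06), *Laptm5* from 1576 to 38.8 (-4.87 ± 0.10), the complement gene *C1qa* from 756 to 12.9 (-4.74 ± 0.04), *Adgre1*, which encodes the F4/80 antigen, from 633 to 13.8 (-4.44 ± 0.06) and the pan-leukocyte gene *Ptprc* from 336 to 13.8 (-3.56 ± 0.05). Other myeloid genes had low signals in ASPS25 too, as *Aif1* at 20.2 and 6.76 and *Itgam* at 19.7 and 7.41 in ASPS25 and ASPS25 null. The member not called was the T cell gene *Cd3e*, at 62.5 and 62.7. *Nrros* (-3.50) and *Ncf4* (-2.80), both genes of phagocytes, were among the falls in the enhancer list described later.

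Antigen presentation genes fell with these markers. Of 11 genes of the MHC class I pathway, 8 fell and 0 rose (camera adjusted p = 0.00417, adjusted p = 0.11 with an estimated correlation), including *H2-D1* from 2442 to 179 (-3.66 ± 0.04), *H2-K1* from 2733 to 443 (-2.58 ± 0.04) and the immunoproteasome gene *Psmb8* from 103 to 20.9 (-1.70 ± 0.10). The class I probe sets may share signal between related genes and depend on the haplotype. Of 11 interferon-stimulated genes, 4 fell and 1 rose (camera adjusted p = 0.0437, adjusted p = 0.35 with an estimated correlation), with *Gbp2* down (-1.32 ± 0.05) and *Ifit2* up (1.14 ± 0.07). This call ended without ASPS25 null replicate 1 (camera adjusted p = 0.0518) and with ranks (0.0526). Alternatives gave adjusted p-values of 1.21e-06 (fry in its mixed form, with no comparison with other genes) to 0.349 (camera, estimated correlation).

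The sex-chromosome transcripts of the lines were opposite. *Xist*, the RNA that silences an X chromosome, fell from 295 to 38.6 (log2 change -2.53 ± 0.13, limma adjusted p = 6.4e-08). The Y-linked *Eif2s3y* had 4.62 ± 0.352 in ASPS25 and 225 ± 15.9 in ASPS25 null (3.55 ± 0.05, limma adjusted p = 2.5e-11). *Kdm5d* and *Uty*, also Y-linked and below the signal filter, rose from 7.08 to 79.6 (2.05 ± 0.07) and from 5.93 to 50.1 (1.59 ± 0.04) in the fit without it. *Usp9y*, the other Y-linked gene examined, was at 12.8 and 15.2 (0.11 ± 0.05, limma adjusted p = 0.12) and was not called. Further probe sets of *Eif2s3y*, *Kdm5d* and *Uty* had signals of 4.61 to 11.4 in ASPS25 and 5.69 to 22.4 in ASPS25 null. This difference separates the lines in the same way as the fusion status, so it accompanies each gene group described here. The mice of the study's own transplantation experiments were female. The sex of the mouse that bore the tumor of origin and that of the embryonic donor cells were not given in the sources used here.

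**Figure D3:**
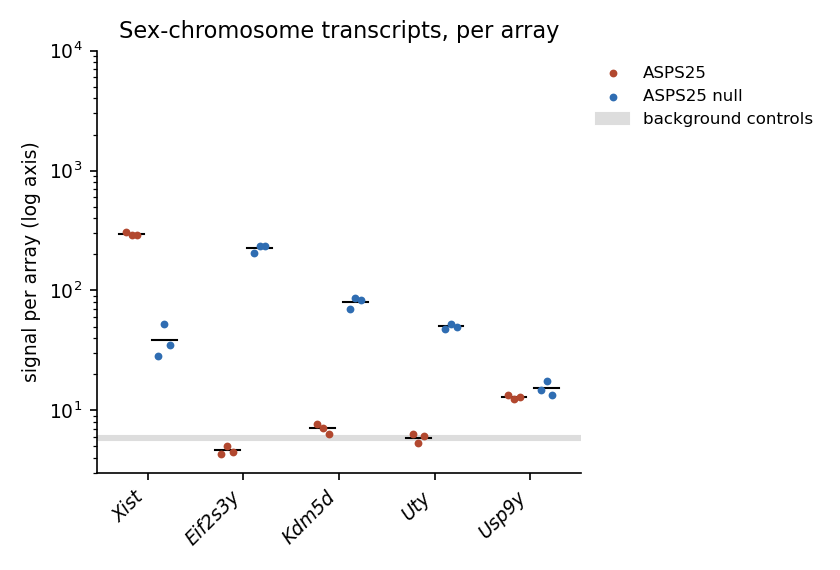
Signal of each array (points, log axis) and group mean (bars) for *Xist* and 4 Y-linked genes in 3 ASPS25 and 3 ASPS25 null arrays, with the background controls as a grey band. *Xist* is higher in every ASPS25 array, and *Eif2s3y*, *Kdm5d* and *Uty* are higher in every ASPS25 null array, while *Usp9y* has low signals in both lines.

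Genes of single chromosomes also shifted together, in a comparison chosen after the data were examined that used the GRCm38.p6 annotation only to group genes by chromosome. Genes of chromosome 4 had a median log2 change of -0.47, with 184 of 452 lower and 24 higher, against 0.04 for other genes (permutation p = 0.0005, the smallest that 2000 random gene sets can give, adjusted p = 0.00143). Genes of chromosome 7 had a median of -0.26, and those of chromosomes 18 and X of 0.30 and 0.29. In all, 9 of 20 chromosomes passed the test, which treats genes as independent. The macrophage list had 4 of its 14 measured members on chromosome 4, and the Rag and folliculin list 3 of 12, each of them lower.

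**Figure D4:**
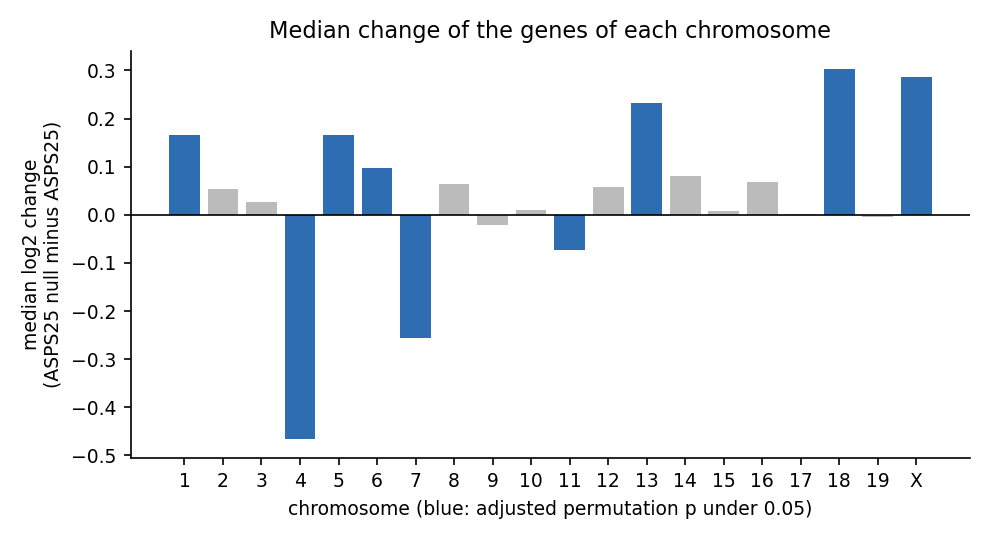
Median log2 change of the genes of each chromosome, ASPS25 null minus ASPS25; blue bars mark an adjusted permutation p under 0.05. Chromosome 4 has the lowest median, -0.47, and chromosome 18 the highest, 0.30.

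Cell cycle genes were higher in ASPS25 null, although the study found that proliferation of cultured ASPS25 and ASPS25 null cells did not differ significantly. Growth was not measured here. Of 32 genes of S phase and replication, 29 rose and 0 fell (camera adjusted p = 2.8e-09, adjusted p = 0.0545 with an estimated correlation). The origin licensing gene *Cdt1* rose from 175 to 799 (2.09 ± 0.04), the cyclin gene *Ccne2* from 34.4 to 198 (2.08 ± 0.06), and the helicase genes *Mcm6* from 213 to 928 (2.04 ± 0.04) and *Mcm4* from 206 to 869 (1.99 ± 0.04). Of 30 genes of G2 and M phase, 21 rose and 0 fell, with a median of 0.86 (camera adjusted p = 4.2e-06, adjusted p = 0.0814 with an estimated correlation), among them *Ect2* (1.95 ± 0.06), *Bub1* (1.60 ± 0.06) and *Top2a* (1.59 ± 0.04). The median log2 change of the S phase list was higher by 0.63 (permutation p = 0.00089, two-sided, over genes). Of 23 p53 target genes, 11 fell and 1 rose (camera adjusted p = 0.00199, adjusted p = 0.11 with an estimated correlation). The cyclin-dependent kinase inhibitor gene *Cdkn1a* fell from 1357 to 379.7 (-1.80 ± 0.04) and the cell adhesion gene *Perp* from 192 to 10.3 (-2.99 ± 0.09).

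Genes of glycolysis and the hypoxia response were lower in ASPS25 null. Of 31 such genes, 19 fell and 1 rose (camera adjusted p = 1.0e-04, adjusted p = 0.0727 with an estimated correlation). The falls included the regulatory gene *Ppp1r3c* of glycogen storage from 152 to 10.7 (-2.66 ± 0.05), *Ndrg1* from 628 to 111 (-2.35 ± 0.05), the glycolytic activator gene *Pfkfb3* from 227 to 41.9 (-2.07 ± 0.05) and the mitophagy receptor gene *Bnip3* from 1223 to 352 (-1.75 ± 0.04). The prolyl hydroxylase gene *P4ha2* rose (0.71 ± 0.04). Of 51 genes of oxidative phosphorylation, 7 fell and 0 rose (camera adjusted p = 0.00687, adjusted p = 0.16 with an estimated correlation), with succinate dehydrogenase genes *Sdhc* (-1.14 ± 0.04) and *Sdhb* (-0.97 ± 0.04) at the top.

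**Figure D5:**
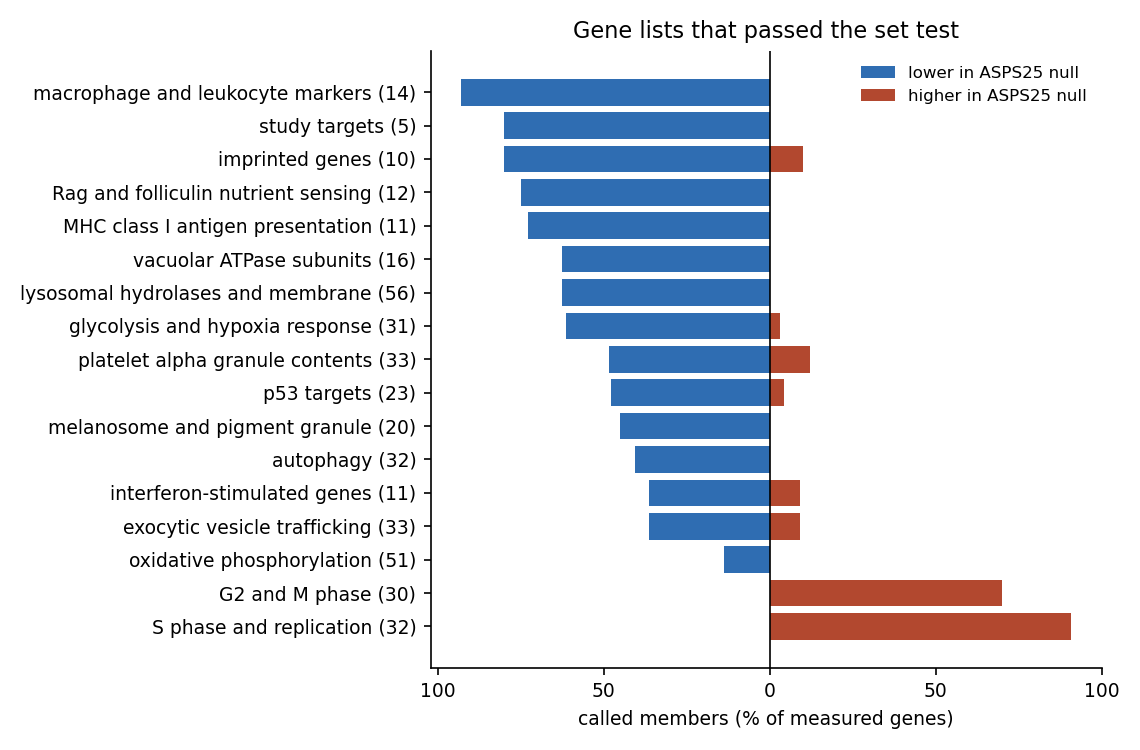
Share of measured genes called lower (to the left) and higher (to the right) in ASPS25 null, in % of the genes measured (number in parentheses), for the 17 gene lists that passed camera with its preset correlation. Macrophage markers have the largest share of falls, 13 of 14, and S phase genes the largest share of rises, 29 of 32.

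Imprinted genes were lower in 8 of 10 cases and higher in 1 (camera adjusted p = 0.00417, adjusted p = 0.11 with an estimated correlation), with the noncoding *Rian* down from 213 to 18.4 (-2.73 ± 0.05), *Plagl1* from 215 to 48.3 (-1.85 ± 0.06) and *Snurf* from 148 to 32.3 (-1.76 ± 0.05). Homeobox genes, which keep a memory of body position, went both ways, 4 lower and 4 higher of 11 (camera adjusted p = 0.76). *Hoxd10* fell from 210.4 to 8.77 (-3.19 ± 0.06) and *Hoxd9* from 159 to 47.0 (-1.48 ± 0.04), whereas *Hoxb2* (1.17 ± 0.08) rose. Of 31 fibroblast matrix genes, 10 were higher and 3 lower (camera adjusted p = 0.0989), including *Col6a3* up from 446 to 2330.0 (2.34 ± 0.04), *Twist2* up from 41.1 to 246 (2.20 ± 0.07) and *Fbln1* down from 395 to 179.9 (-1.07 ± 0.06). The matrix list passed without the signal filter (camera adjusted p = 0.0195). Over all alternatives its adjusted p was 1.34e-09 (fry in its mixed form, with no comparison with other genes) to 0.186 (camera, estimated correlation). Of 7 pericyte and smooth muscle markers, 3 were higher and 1 lower (camera adjusted p = 0.46), with a median of 0.45 and a mean of -0.19, since *Anpep* fell from 633 to 18.3 (-4.24 ± 0.04). Endothelial genes were sparse, with 4 of 24 past the filter. *Esam* (-1.52 ± 0.05) and *Ecscr* (-1.51 ± 0.05) fell, *Flt1* rose, and *Eng* was at 207 and 263.

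Lists taken from the study's other cells were set against these arrays. Of 824 measured genes that share a symbol with genes lowered by knockdown of the fusion in the human line ASPS-KY, 230 (27.9%) were lower in ASPS25 null, against 19.5% of the 6948 other genes (Fisher's exact test, two-sided, adjusted p = 9.42e-08, genes treated as independent). The list used holds the 1337 mouse symbols matched from entries with a single gene, and entries that join several genes were left out. In the opposite direction, 134 (16.3%) were higher, a smaller share than among other genes (Fisher's exact test, adjusted p = 0.0106). The list as a whole did not pass camera (adjusted p = 0.0759), but did without the signal filter (adjusted p = 0.0337) and with the mean of all probe sets (0.0493). Its adjusted p over all alternatives was 8.08e-10 (fry in its mixed form, with no comparison with other genes) to 0.438 (camera, estimated correlation). Another list held 252 symbols of candidate genes in the same topologically associated domains as enhancers picked out by the study's screen. Of the 109 measured, 35 were lower and 16 higher (camera adjusted p = 0.11). The falls included *Rragd*, *H2-D1*, *Syngr1* and *Nrros*, and the rises included *Hes1* (1.68 ± 0.05).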

Values the study reported

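The study reported loss or decrease of the fusion's expression during culture in 21 of 32 mouse ASPS cell lines. For another line of the model, ASPS17, it reported 2,572 genes higher and 3,308 genes lower than in its null counterpart at a 1.5-fold threshold. It defined 527 super-enhancers in ASPS17 and 456 in the null cells, of which 258 were specific to ASPS17.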

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

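The alternative without genes of chromosome 4 was chosen after the data were seen, and the others in advance. Of 4323 values of named genes over 21 alternatives, 4259 kept direction and side of the threshold, 43 fell below it, 18 rose above it and 3 reversed. Of 587 values of gene lists over 19 alternatives the counts were 528, 20, 36 and 3. Without a minimum fold, 3258 genes were lower and 3373 higher, since a fold of 1.5 then no longer limits the calls. Other alternatives gave 1184 to 1931 lower and 1088 to 1697 higher genes. A fold of at least 1.5 with no test gave the same 1585 and 1522 genes as with it, so the fold alone sets these counts, and the equal counts with an intensity trend, the replicate block and the methods' t-test (1585 and 1522, unadjusted or after Benjamini-Hochberg) say nothing about stability. Quantile normalization gave 1454 lower and 1681 higher genes and median centring 1485 and 1651. Of the 2 fusion partners, 0 were called at log2(signal + 64), which shrinks folds, and 1 with treat against a fold of 1.5. With an estimated correlation 0 gene lists passed, against 31 with fry in its directional and 31 in its mixed form. The preset test placed angiogenesis inhibitors and pericyte markers above other genes although their means were negative, at -0.85 and -0.19, and fry, which does not compare with other genes, gave the direction of these means. With the mean of all probe sets the preset test of the inhibitors also turned lower (mean -1.04, adjusted p = 0.924). *Grhl2*, an epithelial gene not called, reversed to 0.012 with quantile normalization, and *Ppp3cb* (-0.13) and *Vcl* (-0.19) reversed with the mean of all probe sets of a gene, and the cause was not tested. Secreted angiogenic factors passed camera without the signal filter (adjusted p = 0.00154), with quantile normalization (0.0454), median centring (0.0486), the mean of probe sets (0.0454) and without genes of chromosome 4 (0.037). Their adjusted p over all alternatives was 2.11e-09 (fry in its mixed form, with no comparison with other genes) to 0.152 (camera, estimated correlation). The 29 called S phase genes were all still called with quantile normalization and with median centring. Without genes of chromosome 4, 1401 genes were lower and 1498 higher, and 18 lists passed, 17 of them those of the full set. Leaving out 1 array at a time gave 1561 to 1620 lower genes, 1496 to 1575 higher genes, 4 study targets, 2 fusion partners and 16 to 17 lists. With the replicate number as a block, 1585 genes were lower and 1522 higher, as the fold alone gives, and 17 lists, 4 study targets and 2 fusion partners were called. Deviations of arrays with the same number correlated at 0.026 to 0.056, and 4 of 6 arrays correlated best with their own number, so the numbers do not pair the arrays. Genes with signals near the background controls (array medians of 5.66 to 6.14) are limited in their folds by the added 16.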

Other observations

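The tests of array swaps, of loss of the Y chromosome and of macrophages were chosen after their values had been seen, the test along chromosome 4 after the shift of that chromosome had been seen, and the test of whole chromosomes, first set against the sex-chromosome transcripts, after the median of X-linked genes but before those of autosomes had been seen. Other gene lists did not pass the test but held called members. Of 35 genes of the endoplasmic reticulum stress and amino acid response, 7 were higher and 4 lower (camera adjusted p = 0.18). The arginine transporter gene *Slc7a1* (1.72 ± 0.04), the serine synthesis gene *Psat1* (1.12 ± 0.04) and the asparagine synthetase gene *Asns* (0.74 ± 0.04) rose, while *Atf3* fell from 355 to 31.2 (-2.97 ± 0.05). Of 25 heat shock and handling stress genes, 10 were higher and 3 lower (camera adjusted p = 0.11), with *Hspa1b* and *Fos* (1.01 ± 0.04) up and *Nr4a1* down from 1044 to 251 (-1.99 ± 0.04). Of 16 cholesterol synthesis genes, 3 were lower and 1 higher (camera adjusted p = 0.11), and *Insig1*, which restrains that pathway, fell from 619.5 to 165 (-1.82 ± 0.06). Among 5 adipocyte markers, 3 were lower and 1 higher (camera adjusted p = 0.11), with *Cebpa* down (-2.67 ± 0.16), *Adipoq* down from 111 to 9.60 (-2.31 ± 0.04) and *Pparg* up (0.95 ± 0.05). Of 45 ribosomal protein genes, 44 were not called (camera adjusted p = 0.28), and the 1 that fell, *Rpl22* (-0.81 ± 0.05), lies on chromosome 4. Lists with fewer than 5 measured genes were not tested. The glial gene *S100b* fell from 125 to 10.9 (-2.40 ± 0.05). *Sox10* (0.54 ± 0.08) and *Ngfr* (0.50 ± 0.07), the other measured genes of that neural list, were higher but stayed under 1.5-fold with the added 16. At log2(signal + 1) both passed the threshold, at 0.67 and 0.63 (limma adjusted p = 0.00037 and 0.00025). The keratin gene *Krt19* rose from 46.9 to 256 (2.11 ± 0.05), as did the actin gene *Acta1* (1.35 ± 0.06), while the bone gene *Sp7* was at 79.4 and 72.8.

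The lines carried opposite sex-chromosome transcripts. A swap of single arrays is argued against by *Eif2s3y*, whose lowest ASPS25 null signal was at least 33.7 times that of any ASPS25 array, a bound set at the highest median of the background controls (6.14) because the ASPS25 signals of 4.33 to 5.02 lay below it. Loss of the Y chromosome alone from ASPS25 would leave *Xist* unchanged, and *Xist* differed by -2.53. This holds only if *Xist* comes from the tumor cells, since macrophages of a female host, left open below, would bring it too. Loss of the Y chromosome together with such macrophages was not tested. A pair of X chromosomes in ASPS25, with 1 X and a Y in ASPS25 null, would lower genes that escape X inactivation in ASPS25 null, but the median log2 change of 5 such genes was 0.06, with 2 of them below 0, against 0.30 for 237 other X-linked genes, and this difference of -0.24, as low as in 21.2% of random sets, cannot be told apart from none with so few genes. Descent of the lines from different cells of a mixed population may also give such transcripts and was not tested, with 1 line of each kind.

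The macrophage markers were high in ASPS25 and mostly near background in ASPS25 null. Macrophages mixed into cells otherwise like ASPS25 null would scale all transcripts of those cells by 1 share, which is argued against since the 3 Y-linked transcripts with a signal over 40 in ASPS25 null (*Eif2s3y*, *Kdm5d* and *Uty*) were in ASPS25 at most 12.2% of that level, a bound with signals under the background controls raised to 6.14, while 31 fibroblast matrix genes were at a median of 84.2% (quartiles 51.0% and 116%). Macrophages of a female host mouse mixed into ASPS25 cells with *Xist* would bring myeloid genes at large, although the sex of the host was not given. Of 17 myeloid genes, 14 (82.4%) reached a signal of 50 in ASPS25, against 2 of 17 in ASPS25 null. In ASPS25 *Cd68* was at 3227 and *Lyz2* at 2896. Of 7 lymphoid genes, 1, *Cd3e*, reached a signal of 50 in both lines. ASPS25 cells that express the myeloid genes themselves, with or without the fusion as the cause, would give the same values. Admixture and expression by the tumor cells therefore cannot be told apart. The 17 myeloid genes belong to the fixed macrophage list, and no sort that would remove macrophages was named in the sources used here.

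Genes of chromosome 4 shifted together, by -0.51 against other genes, the largest difference of the 19 autosomes, of which 8 passed the permutation test. A gain or loss of whole chromosomes between the lines may account for this. A change in 1 part of chromosome 4 is argued against, since in each of 4 parts with 113 genes, in order along it, the median was lower than that of other genes, with differences of -0.44 to -0.69. The tumor suppressor gene *Cdkn2a*, on chromosome 4 and chosen after its values were seen, fell from 321 to 57.7 (-2.20 ± 0.06). Regulation by the fusion remains an open, untested explanation, and DNA was not analysed here.

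The 6 arrays allow 10 splits into groups of 3, too few for a share under 0.05, and in each of the counts 1 split, the real one, was highest. It gave 1585 lower and 1522 higher genes, against at most 0 in other splits, and 17 lists against 13 to 16. The other splits hold both lines in unequal numbers in each group. A gene that differs between the lines then varies widely within groups and can hardly be called, so the 0 was fixed beforehand. Part of the line difference remains in each contrast and can still call lists with the preset correlation. Neither count therefore measures what chance alone would give.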
